A study of Homo sapiens with 2 samples.

How the data were processed

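Total RNA of MCF7VP cells transfected with a control siRNA (siControl) or an siRNA against RUNX2 (siRUNX2) was measured on Affymetrix expression arrays, 1 array per condition. RNA was prepared with a kit that keeps small RNAs, and 100 ng of total RNA was labelled with biotin, per the labels. The siRNA sequences, the time after transfection and whether the 2 samples were handled on the same day are not given in the sources used here.

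The deposited values are log2 expression values, 1 per probe set and array. The submitters' processing notes name Partek and RMA, a method that corrects background, makes the distributions of arrays alike and combines the probes of a probe set. Versions and which arrays were normalized together are not given in the sources used here. The values had a lowest value of exactly 3, reached by 8611 probe sets in siControl and 8940 in siRUNX2, and by 8011 in both. Above it, 2469 probe sets had identical values in both arrays. RMA removes shifts common to most probe sets, so that a change in total RNA per cell leaves no trace, and it compresses differences of dim probe sets. Detection calls were not used here.

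Probe sets were named from the array's annotation table. Of 54675 probe sets, 41097 had 1 gene symbol, 1801 had several and 11777 had none, and genes were taken only from those with 1 symbol. Symbols were updated through Entrez gene identifiers with a RefSeq gene table (GRCh38.p14), in which 41043 matched and 0 symbols differed. That table served only for names and for the order of neighbouring genes. ABCC6 and RUNX1 had no probe set with a symbol of their own here and were not analysed here.

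The difference was siRUNX2 minus siControl. With 1 array per condition, no test, p-value, SD or SE was computed, and counts follow a fixed rule of size. Probe sets passed the filter when at or above the array's own median in at least 1 of the 2 arrays, and 62 control probe sets were left out. The value of a gene was that of its probe set with the highest mean of the 2 arrays, which gave 19775 genes, 13128 of them passing. A gene was counted as higher or lower at 2-fold, a difference of 1 on the log2 scale. For each of the 36 gene lists, fixed before the data were examined, the median difference of its passing members was placed as a percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. Lists with fewer than 5 members had no percentile.

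The named genes were fixed by a rule: RUNX2, the 14 largest higher and 14 largest lower genes among those whose passing probe sets all have the same sign, up to 4 members of each list with the largest absolute difference, and TOP2A, TOP2B, ABCB1, ABCC1, ABCC6, ABCG2, RUNX1, RUNX3 and CBFB. Genes of a list that share a near-identical paralog, such as GSTM1 or AKR1C1, were read by probe sets ending in _x_at and are uncertain.

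The alternatives were thresholds of 1.5-fold and 3-fold, median centring, centring on a lowess trend with a span of 0.3, an offset of 64 added on the linear scale, no filter, a filter at the 75th percentile (0.75 quantile), a filter in both arrays, the mean or median of all passing probe sets of a gene, and leaving out probe sets ending in _s_at or _x_at, which can share probes with other transcripts. With no replicate spread, a single value was called moved when it shifted by more than 0.298, the robust SD of the differences over passing probe sets. The RUNX2 probe set brightest in siControl and a shift that sets the hybridization spikes level were chosen after seeing the data.

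The scripts were tested on simulated data. With siRUNX2 minus siControl simulated for 13191 genes, 96% of 100 genes given a log2 change of 1.5 and 100% of 100 genes given 2.5 were recovered at 2-fold, with 8 unchanged genes called. A shifted list reached percentile 99.8, and 96 of 100 unshifted lists lay inside the range. The changed genes were bright in siControl, all probe sets of a gene moved alike, and the simulated scatter was normal. The unshifted lists held genes drawn at random. The simulation therefore checks the scripts and gives no error rate for the real arrays, least of all for dim genes or probe sets that disagree. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.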

Results

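Gene expression was measured in MCF7VP cells, a line derived from the MCF7 breast cancer cell line and selected for resistance to etoposide, a drug that traps topoisomerase II on DNA. The cells were kept in 4 µM etoposide for at least 8 passages. One sample had been given a control siRNA (siControl) and the other an siRNA against RUNX2 (siRUNX2), a Runt-domain transcription factor that directs bone formation. Each sample was hybridized to 1 array of 54675 probe sets, so the design holds 1 comparison, siRUNX2 against siControl, with 2 arrays. The number of arrays limits the precision: no difference given here has a replicate check, and "higher" and "lower" describe these 2 arrays. All values are RMA expression on the log2 scale and every difference is siRUNX2 minus siControl. The median of all probe sets was 4.93 in siControl and 4.90 in siRUNX2, and the correlation of the 2 arrays across probe sets was 0.990.

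The targeted gene was examined first. RUNX2 was read by 6 probe sets, and 5 of them were lower in siRUNX2. Probe set 232231_at stood at 5.57 in siControl and 4.22 in siRUNX2, which was 2.56-fold lower. The other probe sets differed less: 216994_s_at by -0.40, 221282_x_at by -0.24, 221283_at by -0.11, 236859_at by -0.08 and 236858_s_at by 0.17. The RUNX2 signal was low in both arrays. The siControl values of the 6 probe sets lay between the 24.2 and 60.3 percentiles of that array, and 3 of the 6 passed the filter on dim probe sets. By the rule that takes the probe set with the highest mean, 221283_at, RUNX2 stood at 5.12 in siControl and 5.01 in siRUNX2. The mean of the 3 passing probe sets gave -0.57. A 2-fold lower RUNX2 signal was thus seen at 1 probe set only, and 236858_s_at was higher in siRUNX2. With all differences shifted by 0.27 to set the hybridization spike controls level, 221283_at differed by 0.17 and 2 of the 6 probe sets were lower.

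**Figure D1:**
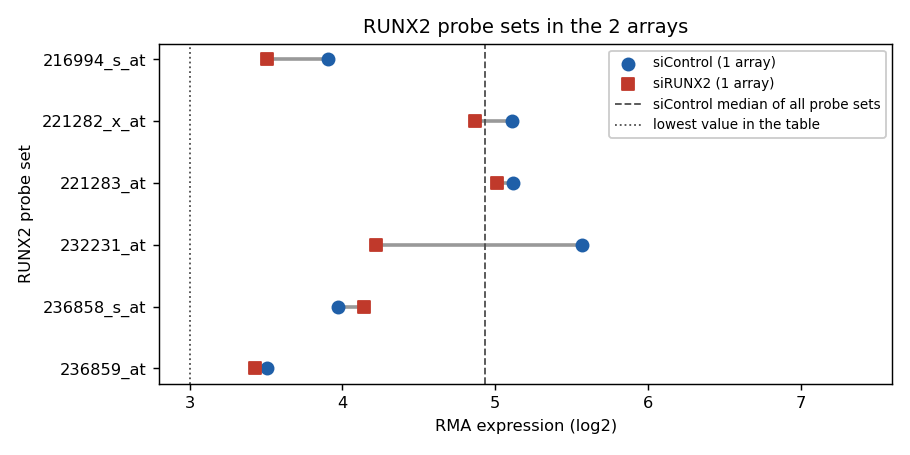
Expression (log2, horizontal axis) of the 6 RUNX2 probe sets (vertical axis) in the siControl array (circles) and the siRUNX2 array (squares), with a dashed line at the siControl median of 4.93 and a dotted line at the lowest value of 3. The longest gap is that of 232231_at, from 5.57 to 4.22.

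RUNX2 binds DNA together with CBFB, the shared partner of the Runt-domain factors. CBFB differed by 0.53 at its brighter probe set and by -0.31 at the other, and RUNX3 by 0.31. RUNX1 was not analysed here. The list of RUNX factors and cofactors had 20 members that passed the filter, with a median difference of 0.19 at percentile 97.75 of random lists matched on expression. WWTR1 (TAZ), a coactivator of the Hippo pathway, was 6.07-fold higher at its brightest probe set, from a siControl value of 4.36 under the array median, and its other probe sets differed by 0.90 and 0.40. SMURF2, a ubiquitin ligase, was 2.14-fold lower, with probe sets between -1.13 and -0.58, and was under 2-fold as the mean (-0.85) and without probe sets ending in _s_at or _x_at (-0.61). SMURF1 differed by 0.60. This list lay inside the range of random lists under 7 of the 9 alternative settings, and without probe sets ending in _s_at or _x_at its percentile was 38.7.

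Of 13128 named genes that passed the filter, 187 were at least 2-fold higher and 157 at least 2-fold lower in siRUNX2. By probe set, of 28268 that passed, 378 were at least 2-fold higher and 338 at least 2-fold lower. The middle of the differences was near 0, with a median of 0.03 over genes, and 5% of the probe sets lay below -0.56 and 5% above 0.65. A second passing probe set was present for 183 of the 2-fold genes; it had the same sign for 167 and was at least 1.5-fold different the same way for 112 (61.2%). The control spikes bear on the balance of higher and lower genes. All 18 hybridization spike probe sets above the lowest value were lower in siRUNX2, with a median of -0.27, and shifting every difference by 0.27 to set them level gave 503 higher and 81 lower genes. This shift assumes that both samples received equal amounts of spike, which is not given in the sources used here. The poly-A spikes had a median of -0.52, so they would call for a larger shift. An offset of 64 added on the linear scale, which shrinks differences of dim probe sets, gave 57 higher and 73 lower genes.

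**Figure D2:**
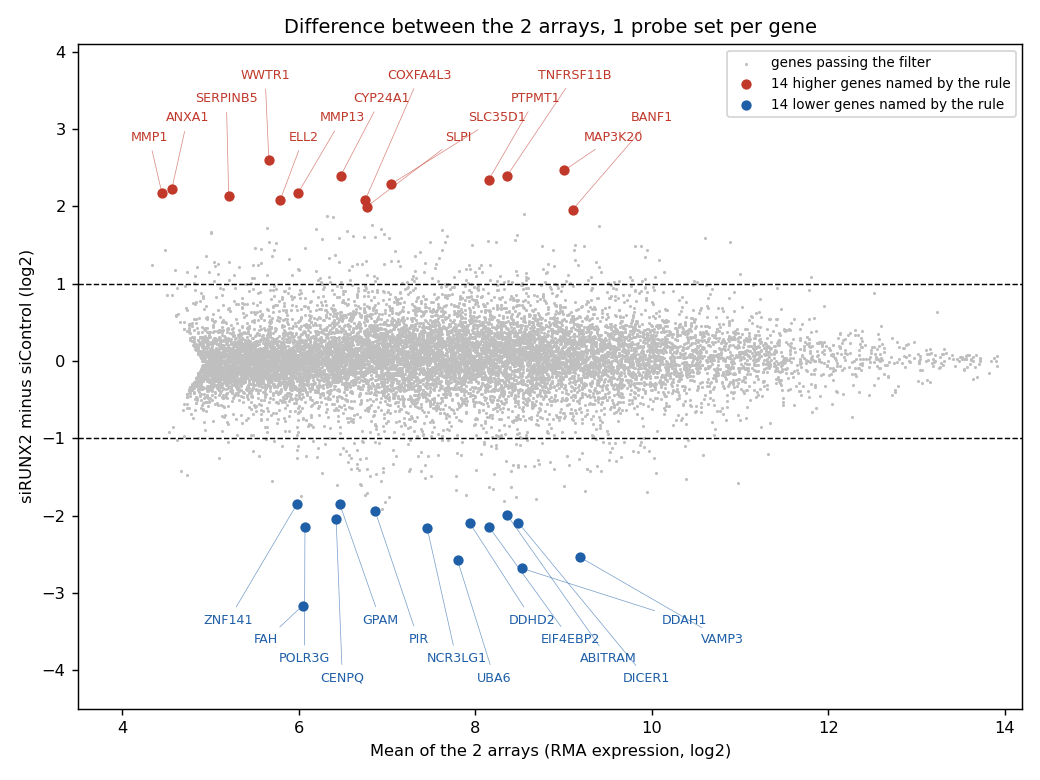
Difference between the arrays (log2, vertical axis) against the mean of the 2 arrays (log2, horizontal axis) for each gene that passed the filter (grey), with the 14 largest higher genes in red and the 14 largest lower genes in blue. Dashed lines mark 2-fold, and the extremes are WWTR1 at 2.60 and FAH at -3.17.

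The genes with the largest higher values in siRUNX2 included secreted and extracellular proteins. WWTR1 was at 4.36 in siControl and 6.96 in siRUNX2, although its 3 passing probe sets ranged from 0.40 to 2.60. TNFRSF11B (osteoprotegerin), a secreted decoy receptor for the osteoclast factor RANKL, was at 7.16 and 9.55, and both of its probe sets were higher by 2.34 or more. The collagenases MMP13 and MMP1 were 4.53-fold and 4.49-fold higher. SERPINB5 (maspin), a member of the serpin family, was 4.38-fold higher and the protease inhibitor SLPI 3.99-fold higher. ANXA1, a phospholipid-binding annexin, was 4.69-fold higher. CYP24A1, the hydroxylase that inactivates vitamin D, was 5.25-fold higher. The kinase MAP3K20 was 5.52-fold higher, with 7 probe sets between 0.47 and 2.66. PTPMT1, a mitochondrial phosphatase, was 5.06-fold higher, and the nucleotide sugar transporter SLC35D1 was 4.89-fold higher. The remaining genes of the 14 were COXFA4L3 (4.24-fold), the elongation factor ELL2 (4.22-fold) and the chromatin-binding BANF1 (3.88-fold). Of the 14 genes, 6 had siControl values under the array median of 4.93: MMP1 (3.36), ANXA1 (3.45), SERPINB5 (4.14), WWTR1 (4.36), ELL2 (4.75) and MMP13 (4.90). With the offset of 64, MMP1, ANXA1, SERPINB5 and ELL2 differed by 0.57, 0.62, 0.79 and 0.97, and WWTR1 differed by 0.90 as the median of its probe sets.

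Among the genes with the largest lower values, several were bright in siControl and lower at each of several probe sets. VAMP3, a vesicle SNARE protein, was at 10.46 in siControl and 7.92 in siRUNX2, with 3 probe sets between -2.74 and -2.54. DICER1, the nuclease that makes microRNAs, was at 9.53 and 7.44, with 3 probe sets between -2.32 and -2.09. UBA6, a ubiquitin-activating enzyme, was 5.97-fold lower, with 4 probe sets between -3.08 and -1.90. EIF4EBP2, a repressor of translation, was 4.43-fold lower, with 4 probe sets between -2.57 and -0.69. FAH, the last enzyme of tyrosine breakdown, was 8.97-fold lower, at 7.62 and 4.46, but its other probe set differed by -0.50. DDAH1, which degrades methylated arginine, was 6.43-fold lower, and its other probe set differed by -0.53. GPAM, the first enzyme of triglyceride synthesis, was 3.61-fold lower. Also lower were NCR3LG1 (4.46-fold), the RNA polymerase III subunit POLR3G (4.44-fold), the phospholipase DDHD2 (4.27-fold), the centromere protein CENPQ (4.13-fold), ABITRAM (4.00-fold), PIR (3.83-fold) and the zinc finger protein ZNF141 (3.60-fold). For ZNF141 the other probe set differed by -0.22, and the offset of 64 took its difference to -0.92.

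Of the 36 gene lists fixed before the data were examined, 34 had at least 5 members. The median of 16 lists lay outside the range between the 2.5 and 97.5 percentiles of 10000 random lists of the same size matched on mean expression, 14 above and 2 below. If the members of a list were independent, 1.7 lists would lie outside by chance. Genes of one pathway vary together, and some lists share members, so the percentiles describe these 2 arrays and are not p-values.

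**Figure D3:**
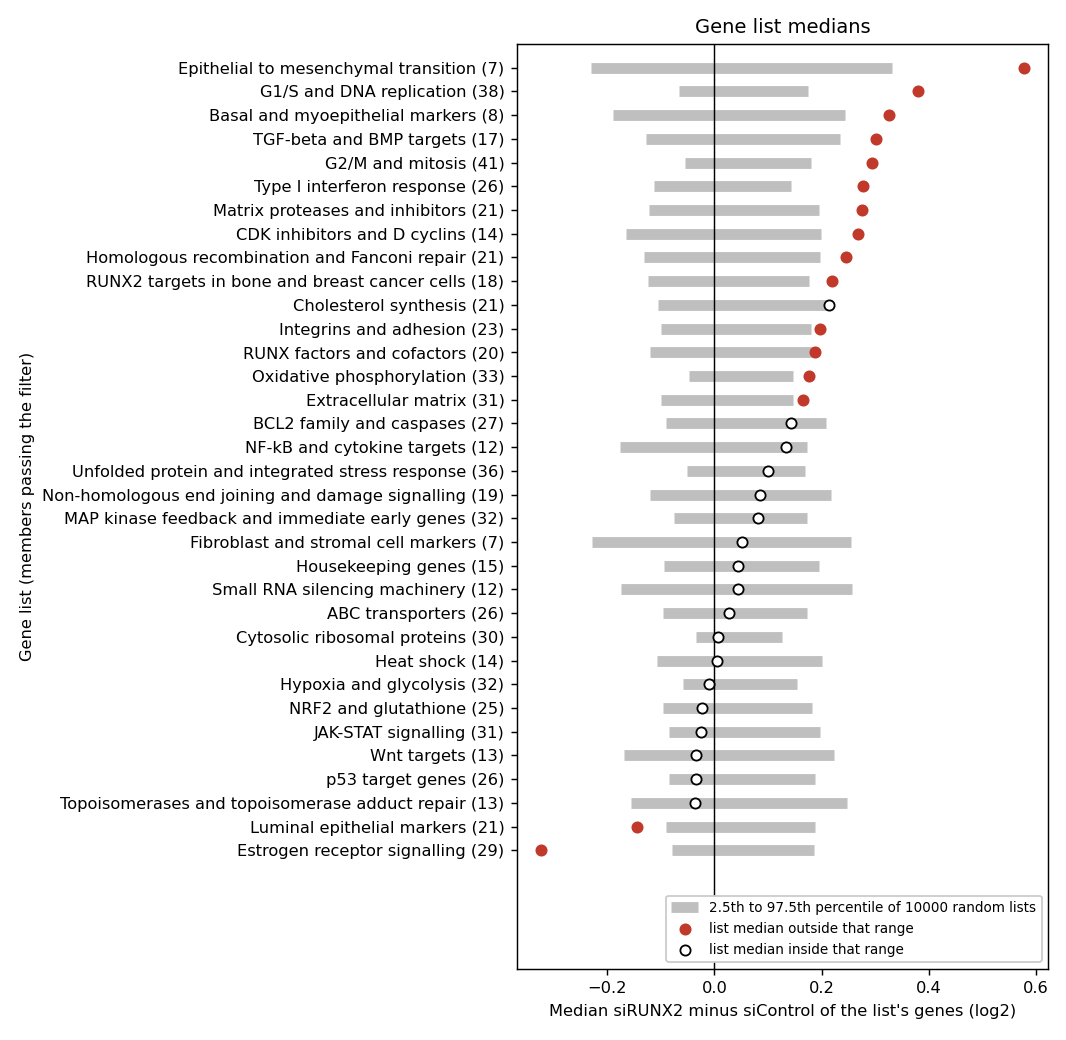
Median difference (log2, horizontal axis) of the genes of each list with at least 5 members (vertical axis, number of members in parentheses). Grey bars span the 2.5 to 97.5 percentiles of 10000 random lists matched on expression; filled points lie outside and open points inside, from estrogen receptor signaling at -0.32 to the epithelial to mesenchymal list at 0.58.

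Most genes in the lists of the cell division cycle were higher in siRUNX2, by small amounts. In the list of G1/S and DNA replication, 33 of 38 members were above 0, the median was 0.38, and this exceeded the medians of all 10000 random lists. UHRF1, which maintains DNA methylation at replication forks, was 2.06-fold higher, and the transcription factor E2F2 was 2.02-fold higher at one probe set and 0.05 higher on the log2 scale at another. UHRF1 and E2F2 differed by 0.85 and 0.55 with the offset of 64. GINS2 differed by 0.83, but by 0.06 at its other probe set, and the origin protein ORC1 differed by -0.91. In the list of G2/M and mitosis, 35 of 41 members were above 0 and the median was 0.29 (percentile 99.98), although no member was 2-fold different. The checkpoint genes BUB3, MAD2L1 and BUB1 differed by 0.90, 0.76 and 0.62, and the proliferation marker MKI67 by 0.63. The median of the CDK inhibitors and D cyclins was 0.27 over 14 members, 9 above 0 and 5 below (percentile 99.6). Cyclin D3 (CCND3) was 3.23-fold higher, RBL1 differed by 0.78, CDK4 by 0.57 and CDK2 by 0.55. The CDK inhibitors themselves were mixed, with CDKN2A at -0.26, CDKN1A at -0.25, CDKN1C at -0.16, CDKN1B at 0.04, CDKN2D at 0.28 and CDKN2B at 0.37. Homologous recombination and Fanconi repair genes had a median of 0.25, with 18 of 21 above 0 (percentile 99.4) and RAD54L at 0.66, BRIP1 at 0.53 and BARD1 at 0.50. With the filter at the 75th percentile, the percentiles of the CDK and recombination lists were 78.7 and 95.3.

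Estrogen receptor signaling had the lowest median of the lists. Of its 29 members, 23 were below 0, 6 were at least 1.5-fold lower and 1 was at least 1.5-fold higher, and the median of -0.32 was below those of all 10000 random lists. The receptor ESR1 itself was at 11.08 in siControl and 10.29 in siRUNX2, and its 5 passing probe sets ranged from -0.79 to -0.10. PDZK1 differed by -0.92 and SIAH2 by -0.72, while SERPINA1 differed by 0.89. No member was 2-fold different. Luminal epithelial markers had a median of -0.14 over 21 members, 13 below 0 and 8 above (percentile 0.32). The epithelial transcription factors ELF3, GRHL2 and SPDEF differed by -0.83, -0.81 and -0.69, and the highest member, named after its value was seen, was the mucin MUC1 at 0.55. Setting the spikes level adds 0.27 to every gene, which puts the luminal median at 0.13 and that of estrogen receptor signaling at -0.05, beside 0.30 for all genes.

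Those markers of basal and mesenchymal cells that passed the filter differed the other way on balance. Basal and myoepithelial markers had a median of 0.32, with 7 of 8 members above 0 (percentile 99.4). The keratin KRT16 differed by 0.99, SFN by 0.53, ITGB4 by 0.45 and EGFR by 0.41, with EGFR probe sets from -0.22 to 0.82. With the filter in both arrays the percentile of the basal list was 96.7. The epithelial to mesenchymal list had a median of 0.58, with 6 of 7 passing members above 0 (percentile 99.9). Most of its 19 genes did not pass the filter. The epithelial cadherin CDH1, a member of the adhesion list that the naming rule did not pick, differed by 0.21. The caveolins CAV2 and CAV1 differed by 1.20 and 0.58, S100A4 by 0.86 and fibronectin (FN1) by 0.60. CAV2 differed by 0.96 with the offset of 64, and its probe sets ranged from 0.13 to 1.58. Markers of other cell types, of which few passed the filter, showed no such difference: 7 fibroblast and stromal markers had a median of 0.05 (percentile 66.0), with COL3A1 at 0.16, DCN at -0.22 and ACTA2 at 0.24. S100A4 belongs to this list and to the epithelial to mesenchymal list. The percentile of the fibroblast list was nearer the edge of the range, at 93.8 with the mean and 94.7 with the median of probe sets. Only 4 endothelial markers passed the filter, with a median of 0.07, VWF at -0.37 and PECAM1 at 0.11. The 2 immune markers that passed, ITGAM and CD79A, differed by -0.14 and -0.09.

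Known RUNX2 targets were not lower as a group. The list of targets described in bone and breast cancer cells had 18 members that passed the filter, 12 above 0 and 5 below, with a median of 0.22 (percentile 99.3). TNFRSF11B was 5.23-fold and MMP13 4.53-fold higher, the TGF-beta receptor TGFBR1 differed by 0.99 and SOX9 by 0.75. Without the filter on dim probe sets the percentile of this list was 56.2. TGF-beta and BMP targets had a median of 0.30 over 17 members (percentile 99.6), with ID3 at 0.85, INHBA at 0.68 and the inhibitory SMAD7 at -0.72. With the filter at the 75th percentile that list was at percentile 42.9.

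Genes that build or degrade the extracellular matrix were higher on balance. Matrix proteases and their inhibitors had a median of 0.27 over 21 members (percentile 99.8), and 4 of them were at least 2-fold higher: MMP13, MMP1, the metalloprotease inhibitor TIMP2 (2.71-fold) and the urokinase receptor PLAUR (7.41 in siControl and 8.41 in siRUNX2). With the offset of 64, MMP1 and PLAUR were under 2-fold at 0.57 and 0.79, and PLAUR was at 0.29 without probe sets ending in _s_at or _x_at. The extracellular matrix list had a median of 0.16 over 31 members (percentile 98.5), with 9 at least 1.5-fold higher and 4 at least 1.5-fold lower. Laminin LAMB3 was 2.29-fold higher and the matrix Gla protein MGP differed by 0.88. COL13A1 differed by 0.83, with probe sets from 0.07 to 0.83. Collagen COL12A1 was 2.68-fold lower, from 5.37 to 3.95. LAMB3 and COL12A1 differed by 0.59 and -0.41 with the offset of 64. Integrins and adhesion genes had a median of 0.20 over 23 members (percentile 98.3); CEACAM5 was 2.71-fold higher, though by 0.01 on the log2 scale at its other probe set, ITGA3 differed by 0.83 and CEACAM6 by 0.68. Without probe sets ending in _s_at or _x_at the percentiles of the matrix and adhesion lists were 62.4 and 95.6, and with no filter they were 58.8 and 94.6.

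Type I interferon response genes were higher as a group. Their median was 0.28, with 19 of 26 members above 0, 8 at least 1.5-fold higher and 1 at least 1.5-fold lower (percentile 99.99). IFITM1 was 2.35-fold higher, IFIT1 was at 4.31 in siControl and 5.31 in siRUNX2, BST2 differed by 0.91 and the interferon signaling factor IRF9 by 0.83. IFITM1 and IFIT1 differed by 0.85 and 0.31 with the offset of 64. The NF-kB, JAK-STAT, MAP kinase and Wnt lists lay inside the range of random lists. The NF-kB and cytokine targets had a median of 0.13 over 12 members (percentile 94.1), with the superoxide dismutase SOD2 2.36-fold lower and RELB 2.17-fold higher, although both were under 2-fold with the offset of 64 (-0.66 and 0.42). The percentile of this list was 99.05 with the mean and 99.14 with the median of probe sets. JAK-STAT signaling had a median of -0.03 over 31 members (percentile 13.1), and its percentile was 0.945 with the median of probe sets. The prolactin receptor PRLR was 3.20-fold lower (7 probe sets between -1.71 and -0.55, median -0.99). LIFR differed by -0.91 and PIAS4 by 0.95, with the other PIAS4 probe set at 0.25. MAP kinase feedback and immediate early genes had a median of 0.08 over 32 members (percentile 72.8), with the phosphatase DUSP6 2.91-fold higher and PHLDA1 at 0.98. DUSP6 started at 4.89, its probe sets ranged from 0.49 to 1.54, and it differed by 0.68 with the offset of 64. Wnt targets had a median of -0.03 over 13 members (percentile 28.3), with MYC at -0.64.

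Genes tied to etoposide action and drug efflux differed in both directions, with list medians near 0. TOP2A, the proliferation-linked form of topoisomerase II that etoposide traps, was at 9.19 in siControl and 9.80 in siRUNX2, and its second bright probe set also differed by 0.60. TOP2B differed by 0.17. Topoisomerases and genes that repair their DNA adducts had a median of -0.04 and a mean of 0.02 over 13 members (percentile 19.95), with MRE11 at -0.58. ABCC1, the multidrug resistance protein that exports etoposide conjugates, was bright in both arrays, at 12.51 and 12.57. ABCG2, another drug efflux pump, was at 9.12 and 8.61. ABCB1 (P-glycoprotein) did not pass the filter, at 3.86 and 3.71, and ABCC6 was not analysed here. The 26 ABC transporters that passed had a median of 0.03 and a mean of -0.04 (percentile 45.6), with 2 at least 1.5-fold higher and 4 at least 1.5-fold lower. The peptide transporter TAP2 was 2.40-fold lower, though its probe sets ranged from -1.27 to 0.10, ABCB10 was 2.23-fold lower and ABCD3 differed by -0.82. These differences of TAP2 and ABCB10 were -0.78 and -0.48 with the offset of 64.

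The damage and death responses were mixed. The p53 target genes had a median of -0.03 and a mean of 0.04 over 26 members (percentile 11.1), with TP53I3 2.41-fold higher and the death receptor TNFRSF10B 2.09-fold lower, while its other probe sets reached -0.08. With the offset of 64, TP53I3 and TNFRSF10B differed by 0.92 and -0.98, and TNFRSF10B by -0.36 as the median of its probe sets. RRM2B differed by -0.71 and SESN1 by 0.67. Non-homologous end joining and damage signaling genes had a median of 0.08 over 19 members (percentile 66.9), with XRCC4 at 0.84, CLSPN at 0.81 and ATR at -0.67. In the BCL2 family and caspases the median was 0.14 over 27 members (percentile 88.3). The survival genes BCL2 and MCL1 differed in opposite directions, by -0.90 and 0.82, and the other BCL2 probe sets reached 0.13.

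Stress and metabolic lists mostly lay inside the range of random lists. Unfolded protein and integrated stress response genes had a median of 0.10 over 36 members (percentile 80.5); the disulfide isomerase PDIA4 differed by 1.59, NUPR1 was 2.29-fold higher and XBP1 differed by -0.56. Heat shock genes had a median of 0.01 over 14 members (percentile 30.8), which was -0.01 after median centring, with HSP90AA1 at 0.88. Hypoxia and glycolysis genes had a median of -0.01 and a mean of 0.01 over 32 members (percentile 13.8), with PDK1 at -0.69 and NDRG1 at 0.67, and the percentile was 0.78 without probe sets ending in _s_at or _x_at. NRF2 and glutathione genes had a median of -0.02 and a mean of 0.07 over 25 members (percentile 17.1), with GSTM1 at 0.87 and AKR1C1 at 0.84. Cholesterol synthesis genes had a median of 0.21 over 21 members (percentile 97.2), with INSIG1 2.22-fold higher (0.98 on the log2 scale as the mean of its probe sets), and the percentile was 99.04 without probe sets ending in _s_at or _x_at. Oxidative phosphorylation genes were higher as a group, with a median of 0.18, 24 of 33 above 0 (percentile 99.2) and COX6C at 0.63, but the percentile was 93.1 with the mean of probe sets.

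The small RNA silencing list had a median of 0.04 and a mean of -0.18 over 12 members (percentile 50.4), the median turning to -0.01 after lowess centring. DICER1 was 4.26-fold lower. TNRC6B was 2.70-fold lower, with its 6 passing probe sets between -1.52 and -0.45 and a difference of -0.94 with the offset of 64. TNRC6C differed by -0.70 and AGO1 by 0.81, but their other probe sets moved less. Those of TNRC6C differed by 0.16 and 0.04, and those of AGO1 lay between -0.12 and 0.29. The reference lists were close to 0, but they are no check of the scaling, since RMA removes shifts common to most probe sets. With the spikes set level, the ribosomal median was 0.28 and the housekeeping median 0.32. Cytosolic ribosomal protein genes had a median of 0.01 over 30 members (percentile 18.6), -0.01 after median centring, and ranged from -0.12 to 0.15. Housekeeping genes had a median of 0.04 over 15 members (percentile 51.2), with TBP at 0.69. RNA integrity was compared through control probe sets at the ends of actin, GAPDH and 18S ribosomal RNA. The gap between 3' and 5' probe sets was 0.86 in siControl and 0.82 in siRUNX2 for actin, and 0.13 and 0.11 for GAPDH. For 18S ribosomal RNA, which has no poly-A tail, it was -0.62 and -1.65. The 25 poly-A spike probe sets above the lowest value were all lower in siRUNX2, with a median of -0.52, and the 3 probe sets for 18S ribosomal RNA were lower by values from -1.41 to -0.38.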

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

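The lists of G1/S and replication, G2/M, type I interferon, matrix proteases, estrogen receptor, luminal and epithelial to mesenchymal genes kept their side of the range in each of the 9 alternative settings for lists that left at least 5 members. Median centring takes the same amount from every gene, so it could not move a percentile. Over all lists, 266 of 301 list percentiles kept their side, 27 moved inside the range, 2 moved inside and past its middle, and 6 moved outside. The 266 include lists that stayed inside but crossed the middle, such as NF-kB targets at 28.1 without probe sets ending in _s_at or _x_at. No named gene that was at least 2-fold different changed sign, but 26 of 52 were under 2-fold in at least 1 setting. The lack of sign changes was in part fixed in advance. The offset cannot flip a sign, and median centring moves differences too little to do so. The largest higher and lower genes were picked for passing probe sets of the same sign. The mean or median of those probe sets therefore could not flip them. The spike shift and the RUNX2 probe set brightest in siControl were chosen after seeing the data. Dim probe sets limit all of this, since their differences are compressed and near background. No paired analysis was possible because each condition has 1 array. Except where a setting alters the count by its construction (a threshold, filter or shift), the cause was not tested.

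At 1.5-fold, 1748 probe sets and 829 genes were higher and 1300 and 573 lower; at 3-fold, 61 and 34 higher and 72 and 34 lower. With the spikes level, 1039 probe sets and 503 genes were higher and 164 and 81 lower, the gene median was 0.30, RUNX2 differed by 0.17, and the medians of the luminal, topoisomerase, p53, Wnt, JAK-STAT, hypoxia, NRF2 and immune lists turned positive. With the offset of 64, 97 probe sets and 57 genes were higher and 127 and 73 lower. With the filter at the 75th percentile, 247 probe sets were higher and 9 lists lay outside. RUNX2 differed by -0.57 as the mean of probe sets and by -1.35 at the probe set brightest in siControl. Other scalings moved the gene counts less, to 179 higher and 162 lower with median centring and 162 and 183 with lowess centring.

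Percentiles that crossed the range were these. The RUNX factors list stood at 97.25 with lowess centring, 95.63 with no filter, 89.28 with the 75th percentile filter, 92.24 with the filter in both arrays, 84.06 and 73.65 with the mean and median of probe sets, and 38.71 without _s_at and _x_at probe sets, where its side of the middle turned. CDK inhibitors and D cyclins stood at 96.6 with the offset, 78.7 with the 75th percentile filter, 96.35 with the filter in both arrays and 96.07 without _s_at and _x_at. Integrins stood at 94.82 with the offset, 94.64 with no filter, 94.61 with the 75th percentile filter, 97.5 with the mean and 95.56 without _s_at and _x_at. TGF-beta targets stood at 91.43 with the offset, 90.68 with the filter in both arrays, 93.47 with the median, and 42.88 with the 75th percentile filter, where the side turned. The matrix list stood at 58.79 with no filter, 92.2 with the 75th percentile filter and 62.39 without _s_at and _x_at. RUNX2 targets stood at 56.195 with no filter, recombination genes at 95.275 with the 75th percentile filter, and basal markers at 96.665 with the filter in both arrays. Oxidative phosphorylation stood at 93.125 with the mean, 94.11 with the median and 96.58 without _s_at and _x_at. Lists that moved outside were cholesterol synthesis (97.525 with the offset, 99.04 without _s_at and _x_at), NF-kB targets (99.05 with the mean, 99.14 with the median), JAK-STAT (0.945 with the median) and hypoxia (0.78 without _s_at and _x_at).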

Other observations

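The families in this paragraph and the next were chosen after their values were seen. Their places among random lists therefore follow in part from that choice and only describe these values. Metallothioneins, small proteins that bind zinc and copper and are induced by metals, were lower in siRUNX2 at 1 probe set per gene. By that rule all 9 passing members were below 0, the median was -0.77, and it lay below the medians of all 10000 random lists. MT2A was at 9.97 in siControl and 9.02 in siRUNX2, MT1X at 8.52 and 7.71, and MT1F at 8.62 and 6.95. The other probe set of MT1X differed by 0.02 and that of MT1F by -0.77. With the spikes set level the median was -0.49. The MT1 and MT2A probe sets all end in _x_at and can read several near-identical paralogs, so they are not independent of each other. MT3 and MT4, with probe sets of their own, differed by -0.19 and -0.32.

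Genes with a ZNF symbol, which encode zinc finger proteins, were lower on balance: 200 of 303 were below 0, 14 were at least 2-fold lower and 2 at least 2-fold higher, and the median was -0.11, below those of all 10000 random lists. ZNF273 stood at 7.90 and 5.99 and ZNF138 at 7.63 and 5.92, both at probe sets ending in _x_at. Without _s_at and _x_at probe sets the ZNF median was -0.09 over 257 genes, and with the spikes set level it was 0.16 beside 0.30 for all genes. The DENND family, which activates Rab GTPases of vesicle traffic, had a median of -0.28 over 14 genes (percentile 0.17), or -0.0061 with the spikes set level, with DENND6A at -1.34, DENND1B at -1.17 and DENND4B at -1.12. LSM genes, which form rings on small RNAs, had 12 of 13 members above 0 and a median of 0.35 (percentile 99.7).

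Of the explanations tested next, those of the 3' to 5' gaps, the lowess centring and the mean of probe sets were chosen after the results were seen. RUNX2 was over 2-fold lower at only 1 of its 6 probe sets. Among 4840 probe sets of like brightness, 0.124% were lower by as much. For 6 independent probe sets at that brightness, the chance that at least 1 is as low would be 0.742%. The means of the 6 ran from 3.47 to 5.06, and they read 1 gene. The figure rests on the spread across genes in 1 pair of arrays and not on replicates, so it cannot exclude scatter. A dim signal that does not follow the transcript may account for the other probe sets, but this stays open. In other genes lower by 2-fold, 71 probe sets with siControl values from 3.4 to 5.2 had a median difference of -0.28. Probe sets at the lowest value in siRUNX2 were left out, and the dimmest had little room to fall. Both move this median toward 0, so it cannot decide the question. The strength of the knockdown stays open, as no probe set of RUNX2 was bright.

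For the genes that were at least 2-fold different, the tables argue against copy number as the main source: differences of neighbouring genes correlated at 0.0456, above the highest of 1000 shuffles (0.0257) but small, and the neighbours of the changed genes had a median of 0.049 in the same direction, with quartiles of -0.19 and 0.26. Noise of single probe sets was not borne out for most of the 183 changed genes with a second passing probe set. Of these second probe sets, 61.2% were at least 1.5-fold different the same way. Both probe sets of a gene read the same RNA on the same array, so their agreement cannot speak to noise of the sample or array. For changed genes with 1 passing probe set, such as CYP24A1, MMP13 and MMP1, noise of the probe set was not tested. The 3' to 5' gap changed by -0.039 for actin and -0.017 for GAPDH. Neither showed the wider gap in siRUNX2 that a loss of 5' ends there would give. This argues against such a loss for these 2 transcripts. The gap of 18S ribosomal RNA changed by -1.03, but that RNA has no poly-A tail, so its gap cannot decide the question. For the changed genes themselves RNA degradation was not tested and stays open. An effect of losing RUNX2, an effect of the siRNA on other transcripts and any difference in how the 2 samples were grown or processed cannot be told apart, because each condition has 1 array. The lower values of DICER1, UBA6 and VAMP3 at all of their passing probe sets could come from any of these.

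Replication genes were higher while estrogen receptor signaling genes were lower, a gap of 0.70 between the 2 list medians. A trend with brightness is unlikely to be the whole source, since the gap was 0.67 after lowess centring, and it was 0.58 with the mean of probe sets in place of 1 probe set per gene. Whether the gap came from the knockdown or from a difference in growth state between the samples was not tested, as the design holds 1 sample of each.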
